A study of Mus musculus with 2 samples. Its data were reported in "Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes" (2023).

How the data were processed

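Interstitial cells of the cardiac ventricle were profiled by droplet single-cell RNA sequencing (10x Chromium, 3′ chemistry) in 2 libraries, 1 per genotype. Mice carried Postn-MerCreMer (PostnMCM), a tamoxifen-inducible Cre recombinase expressed from the Postn locus, which is active in fibroblasts that become myofibroblasts after injury. One library came from PostnMCM control hearts. The other came from PostnMCM hearts with both alleles of Yap1 and 1 allele of Wwtr1 (which encodes TAZ) flanked by loxP sites, and its label reads as myofibroblast depletion of these genes. Both groups received chow with 0.4 g/kg tamoxifen after myocardial infarction (MI), and per the labels hearts were collected 6 days after MI. Because the targeted transcripts were not uniformly lower in it, the second library is called "the library labelled Yap/Wwtr1-depleted", or "the library labelled depleted", throughout.

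The authors aligned reads with Cell Ranger to a mouse GRCm39 reference extended by reporter sequences, combined both libraries without depth normalization, and processed them in Seurat. They removed rarely detected genes, low-quality clusters and outlying cells, normalized counts with SCTransform while regressing out the mitochondrial fraction, clustered the cells, and passed the fibroblast cluster alone through the pipeline again to obtain subclusters. Within each cluster they compared cells of both libraries by a Wilcoxon rank sum test. The tables used here are the authors' deposited comparisons for 18 clusters (0 to 15, 17 and 18) and 4 fibroblast subclusters (0, 3, 4 and 5), the ones that their code compares. Cluster 16 and fibroblast subclusters 1 and 2 were not analysed here. The authors' methods and code name no doublet caller, only upper limits on counts and on the mitochondrial fraction, and doublets could not be removed here, so they may remain. Cluster names follow the study.

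In these tables the deposited average log2 fold change is the log2 of the mean corrected value plus a pseudocount of 1 in the library labelled depleted, minus the same in the control library, so that negative values are lower in the library labelled depleted. The pseudocount pulls genes of low level towards 0. The deposited fraction of cells is the share of cells of the cluster with a corrected count above 0 in each library, and is printed here as a percent. The deposited p-value and adjusted p-value were computed by the authors over cells, with Bonferroni adjustment over all genes of the object, and serve here only as a filter in one alternative. Checked on the tables, every cluster table held only genes of at least 0.25 in size that were detected in at least 25% of cells of either library, so that a gene missing from a cluster table has no value there. The subcluster tables carried no such limits and held 15059 genes each. Values of the fibroblast cluster and of its subclusters came from separate normalizations, and levels were not compared between them except where stated.

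No test of genotype was made. With 1 library per group, cells of a library are not replicates, so no p-value, standard error or number of changed genes was derived, and all statements describe these 2 libraries. No paired analysis was possible because each group held 1 library. The tables give neither the number of cells nor the counts per cell for each library and cluster. The depth behind each share is therefore unknown, and no confidence interval or detection limit is given. Background from free RNA could be judged only from shares in other clusters, without their depths.

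From the tables were computed, before any alternative, the number of genes listed lower and higher in each cluster; for each gene of the fibroblast cluster (cluster 5), the number of the other 17 clusters listing it in the same direction; and for each of these clusters the percent of genes shared with cluster 5 that had the same direction, beside the percent that both splits of directions would give by chance. Genes of one direction in at least 9 of the 18 cluster tables were counted. Within each subcluster, the percentile of Ccn3 was taken among the 200 genes nearest in mean share of cells. For 6 gene lists written before the data were examined (YAP/TAZ targets, matrix and myofibroblast genes, matrifibrocyte markers, interferon and MHC class I genes, cell cycle genes, and chemokines), the median log2 fold change was placed among 10000 random lists of the same size matched on mean share of cells in 20 bins. A median outside the middle 95% of random lists is called outside that range. The percentile splits ties evenly and decides where a median equals a limit. Genes of a list are not independent, so this range is a description and no test. The same was done for marker lists of free RNA from neutrophils, macrophages, T cells, B cells, erythroid cells, cardiomyocytes and fibroblasts and for immediate early genes, while lists of female, male and mitochondrially encoded genes served as checks. Tested on simulated data with the detection of subcluster 0, a shift of 0.5 in a list of 10 genes put the median above the middle 95% in 95% of lists, and 8% of unshifted lists lay outside it. For lists of 40 genes these figures were 100% and 7%. The simulated genes were independent of each other, so these figures do not carry over to lists whose genes vary together. The shift of 0.5 also exceeds every median found for the 6 lists, and smaller shifts were not simulated.

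The rule for named genes was set before the data were examined. It covers the targeted and driver genes Yap1, Wwtr1 and Postn, the reporter sequences Egfp, neomycin and lacZ, and Ccn1, Ccn2 and Ccn3; the 5 lowest and 5 highest genes of cluster 5; the 5 genes listed lower and the 5 listed higher in the most clusters; the 3 lowest and 3 highest genes of each subcluster among those detected in at least 25% of cells of either library; genes the study names for these comparisons; and Xist with the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. An item that falls under this rule is not reported here by name, though counts over all genes include it. Genes named outside this rule are said to be chosen after their values were seen.

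Positions are on GRCm39 from the GENCODE annotation, matched by gene symbol. Listed pseudogenes were aligned to protein-coding transcripts with blastn 2.17.0. A protein-coding gene listed in at least 1 cluster table was taken as near-identical when it aligned over at least 90% of the pseudogene at 95% identity or more, and the highest-scoring one was kept. Tables were read with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots drawn with matplotlib 3.10.9.

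Alternatives set before the data were examined were size limits of 0.5 and 1, detection in 50% of cells, the authors' adjusted p-value below 0.05 as a filter, the direction of the shares of cells in place of the log2 fold change, the log2 ratio of these shares, centring on the table median, removal of genes of one direction in most clusters or of ribosomal protein and mitochondrially encoded genes, and other matchings, members and averages for gene lists. Alternatives for genes of one direction and the log2 ratio of shares for named genes were added after seeing the data.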

Results

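Gene expression in single interstitial cells of the infarcted mouse ventricle was compared between 1 library from PostnMCM control hearts and 1 library labelled Yap/Wwtr1-depleted, both collected 6 days after MI. The comparison asks which transcripts change in myofibroblasts, and in the immune cells around them, when Cre driven from Postn targets Yap1 and Wwtr1. There were no replicates, and the depth and number of cells behind each value are unknown, so the values below describe 2 libraries and carry no error. Log2 fold changes are those of the library labelled depleted over the control library, and negative values are lower in the library labelled depleted.

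The first question was whether the targeted transcripts were lower. No cluster table lists Yap1 (chromosome 9, 7932000 to 8004661), Wwtr1 (chromosome 3, 57363067 to 57483331) or Postn (chromosome 3, 54268501 to 54298471), so none of them passed the limits of 0.25 in log2 fold change and 25% of cells in any of the 18 clusters. The reporter sequences Egfp, neomycin and lacZ are in none of the 22 tables. In the 4 fibroblast subclusters, which were listed without limits, the log2 fold change of Yap1 in the authors' deposited table was 0.07 in subcluster 0, 0.31 in subcluster 3, 0.04 in subcluster 4 and 0.26 in subcluster 5. Cells with a Yap1 count rose from 46.2% in the control library to 56.2% in the library labelled depleted in subcluster 0, from 23.3% to 43.5% in subcluster 3 and from 30.4% to 47.6% in subcluster 5 of the authors' deposited table, and went from 57.5% to 40% in subcluster 4. For Wwtr1, of which 1 allele was floxed, the log2 fold change in the authors' deposited table was 0.15 in subcluster 0 and -0.30, -0.21 and -0.16 in subclusters 3, 4 and 5. Of these 8 values, 3 lay below 0, all of them for Wwtr1. With the log2 ratio of shares of cells in their place, 4 lay below 0. Yap1 transcript was thus not lower in 3 of the 4 subclusters by either measure, and the label alone gives the direction of all comparisons here. Loss of a floxed exon need not lower the count at the 3′ end of a transcript, which is what these libraries measure.

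Postn, which drives Cre, had a log2 fold change of 0.43 in subcluster 0, 0.19 in subcluster 3, -0.15 in subcluster 4 and 1.003 in subcluster 5 of the authors' deposited table. In subclusters 3 and 4 the share of cells with a Postn count moved the other way, from 40% in the control library to 13% in the library labelled depleted and from 10% to 20% of the authors' deposited table. Among direct YAP/TAZ targets of the same gene family, Ccn2 was at 0.27 in subcluster 0 and at -0.79, -1.57 and -1.86 in subclusters 3, 4 and 5 of the authors' deposited table. These values put Ccn2 at percentiles of 95.5, 0, 0 and 0.5 among the 200 genes nearest in detection. In the log2 ratio of shares Ccn2 kept its direction, at 0.90, -1.04, -0.46 and -0.04 in subclusters 0, 3, 4 and 5. In subcluster 5 its shares were nearly equal, at 76.2% in the library labelled depleted and 78.3% in the control library. Ccn1 was at 0.23, 0.19, 0.54 and -0.87 in subclusters 0, 3, 4 and 5 of the authors' deposited table, and its value in subcluster 4 changed direction in the ratio of shares, to -0.09.

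**Figure D1:**
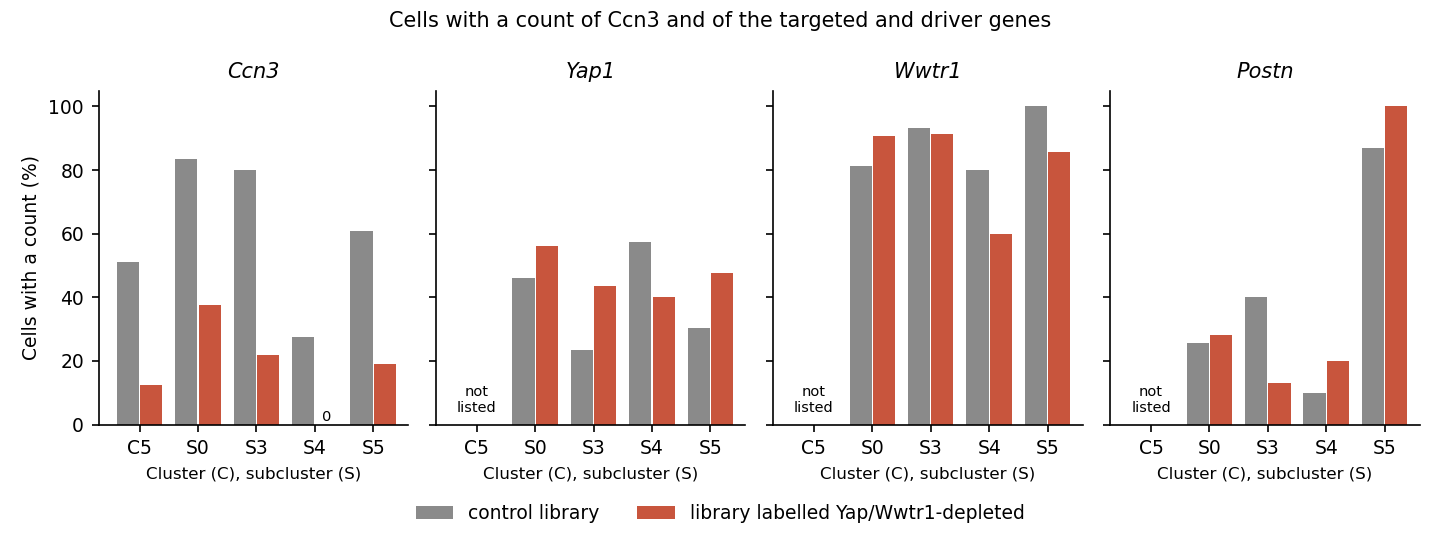
Percent of cells with a count of Ccn3, Yap1, Wwtr1 and Postn in the control library (grey) and in the library labelled Yap/Wwtr1-depleted (red), in the fibroblast cluster (C5) and in 4 fibroblast subclusters (S0, S3, S4, S5). The share with Ccn3 is lower in the library labelled depleted in the cluster and in all 4 subclusters, while that with Yap1 is lower in subcluster 4 alone.

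The second comparison was within fibroblasts. Cluster 5, the fibroblast cluster, lists 605 genes in the authors' deposited table, 343 of them lower (56.7%) and 262 higher. A size limit of 1 moved these counts most, to 5 lower and 13 higher. The 5 lowest genes in the authors' deposited table were S100a9 (-2.22), S100a8 (-1.89), Ccn3 (-1.70), Des (-1.05) and Laptm4b (-1.03). S100a8 and S100a9, on chromosome 3, are abundant neutrophil transcripts. S100a9 was also listed lower in clusters of other cell types, 12 of the 16 non-neutrophil clusters in all. The 5 highest genes in the authors' deposited table were Mpp6 (1.65), Saa3 (1.61), Ftl1-ps2 (1.55), Rpl27a-ps4 (1.45) and Gm15501 (1.37), of which the last 3 are pseudogenes listed higher in at least 17 of the 18 clusters. Mpp6 (chromosome 6, 50087139 to 50185549) was counted in 86.1% of cells of the library labelled depleted and 9.4% of control cells in the authors' deposited table. It was listed higher in 1 more cluster, cluster 17, and its log2 fold change lay between 1.46 and 2.23 in the 4 subclusters of the authors' deposited table.

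Ccn3 (chromosome 15, 54609012 to 54620154, plus strand) was the named gene of its family that cluster 5 lists, and cluster 5 was the only 1 of the 18 clusters to list it. Its log2 fold change there was -1.70 in the authors' deposited table, with a count in 12.3% of cells of the library labelled depleted and 51.0% of control cells. The log2 ratio of these shares was -2.05, and centring on the median of listed genes gave -1.43. Within the subclusters of the authors' deposited table it was -2.01 in subcluster 0, -2.74 in subcluster 3, -0.74 in subcluster 4 and -1.73 in subcluster 5. Cells with a Ccn3 count made up 37.5%, 21.7%, 0% and 19% of these subclusters in the library labelled depleted and 83.4%, 80%, 27.5% and 60.9% in the control library of the authors' deposited table. Among the 200 genes nearest in mean detection, Ccn3 was at percentiles of 0, 0, 0.5 and 0. No other cluster lists Ccn3, so its share in a cell type that should lack it, and with it the background, is unknown here.

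Of the other genes the study names for fibroblasts, cluster 5 of the authors' deposited table lists Pdgfra (1.12), Cfb (0.99), B2m (0.88), Irf7 (0.80), Isg15 (0.79) and Mgp (0.79) higher, and Clec3b (-0.99), Tnfrsf11b (-0.90), Anxa2 (-0.78), Prss23 (-0.75) and S100a10 (-0.73) lower. S100a10 was lower in 11 clusters, and B2m was higher in 9 and lower in 1 (cluster 6, -0.45). Pdgfra, Clec3b, Tnfrsf11b and Prss23 were listed in cluster 5 alone. Mgp was lower in 8 clusters, in each of them opposite to cluster 5, and within the fibroblast subclusters 0, 3, 4 and 5 of the authors' deposited table it was at -0.04, 0.82, -0.31 and -0.50. Anxa2 was higher in 4 clusters. The proliferation genes Top2a and Mki67 were not listed in cluster 5, and each was listed lower in 1 other cluster.

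The extreme genes of the subclusters overlapped in part, with Ftl1-ps2 among the 3 highest in all 4 of them. In subcluster 0 they were S100a8 (-3.96), S100a9 (-3.90) and Retnlg (-2.17) at the low end and Ftl1-ps2 (2.57), Mpp6 (2.23) and Acta2 (2.22) at the high end of the authors' deposited table. Subcluster 3 had S100a9 (-2.88), Ccn3 (-2.74) and Pttg1 (-2.65) lowest and Saa3 (3.63), Ftl1-ps2 (2.67) and Slpi (2.42) highest in the authors' deposited table. For subcluster 4 the authors' deposited table had Cthrc1 (-3.05), S100a8 (-2.71) and S100a9 (-2.35) lowest and Igfbp5 (2.46), Ftl1-ps2 (2.17) and Hmcn1 (2.06) highest. In subcluster 5 the order was Eln (-3.40), Saa3 (-3.22) and Sparcl1 (-3.08) at the low end and Wfdc18 (3.74), Pdlim3 (3.28) and Ftl1-ps2 (2.63) at the high end of the authors' deposited table. Of the genes of cluster 5, 92.7% had the same direction in subcluster 0, 90.9% in subcluster 3, 77.0% in subcluster 4 and 78.3% in subcluster 5.

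The third comparison asked how far the immune and other clusters changed. Between 159 genes (cluster 2, B cells) and 1914 genes (cluster 17, dendritic cells) were listed per cluster in the authors' deposited tables, and these numbers also depend on the unknown number of cells. Over the 18 clusters there were 8076 listings lower and 7355 higher of 6477 distinct genes, 2834 of which were listed in 1 cluster alone. This majority, 52.3% lower, turned to 48.4% with a size limit of 0.5 (1259 lower and 1341 higher), 37.3% with a limit of 1 (107 lower and 180 higher) and 45.3% with the adjusted p-value in the authors' deposited tables below 0.05 (901 lower and 1089 higher). More genes were lower than higher in 10 clusters and more higher than lower in 8. With a size limit of 1, which moved this most, 3 clusters had more lower and 12 more higher.

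**Figure D2:**
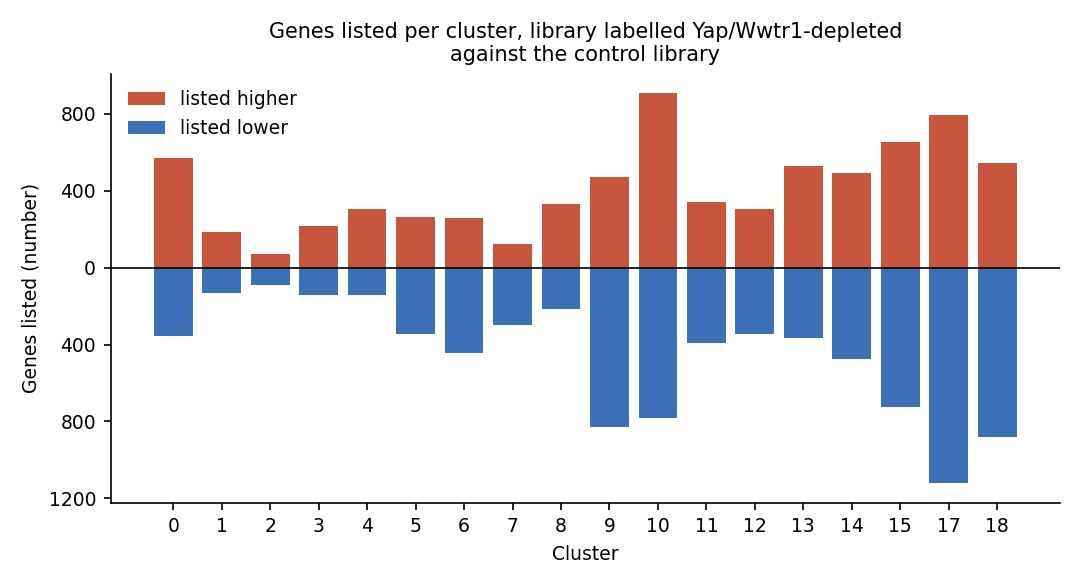
Number of genes listed higher (red, upward) and lower (blue, downward) in the library labelled Yap/Wwtr1-depleted, for each of the 18 clusters on the horizontal axis. Cluster 17 has the most genes listed (1914) and cluster 2 the fewest (159), and the fibroblast cluster, 5, has 343 lower and 262 higher.

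Part of the difference was shared between clusters of different cell types. Among genes listed both in cluster 5 and in another cluster, the share with the same direction had a median of 80.9% over the 17 other clusters and ran from 53.7% (cluster 17) to 89.8% (cluster 7). The splits of directions alone would give 47.5% to 56.1%. In 14 of the 17 clusters the share lay at least 10 points above that level, and clusters 10, 13 and 17 were the exceptions. The shares rest on 53 to 178 genes per cluster. Without genes of the same direction in at least 9 other clusters the median was 75%. Of the 605 genes of cluster 5, 38 (6.28%) had the same direction in at least 9 of the other 17 clusters, 22 lower and 16 higher. This share moved most, to 17.9%, when 5 clusters sufficed. In contrast, 254 genes (42.0%) had the same direction in no other cluster, 189 of them because no other cluster lists them.

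Across all clusters, 73 genes had one direction in at least 9 of the 18 tables, 40 of them lower and 33 higher, and 14 were ribosomal protein genes (10 lower and 4 higher). Listed lower in the most clusters were Ftl1 (chromosome 7, 45107367 to 45109308; 17 clusters) and BC018473, Rps3a1 and Rps25 (16 clusters each). Listed higher in the most clusters were Ftl1-ps2, a processed pseudogene on chromosome 10 (130428026 to 130428574; 18 clusters), Rpl27a-ps4, Gm15501 and Gm15682 (17 clusters each) and Rpl34-ps1 (16 clusters). The size of these differences in the authors' deposited tables ran from 0.58 to 3.12 for Ftl1-ps2 and from -1.47 to -0.36 for Ftl1. Ftl1-ps2 was counted in 28.3% to 100% of cells of the library labelled depleted and in at most 5.2% of control cells in the clusters of the authors' deposited tables. BC018473, a long noncoding RNA gene on chromosome 11, was counted in at most 1.1% of cells of the library labelled depleted and in 29% to 100% of control cells in the 16 clusters of the authors' deposited tables that list it, and in 2.5% to 8.7% of control cells in the 4 fibroblast subclusters. In subcluster 5 of the authors' deposited table, Rps3a1 and Rps25 were slightly higher (0.02 and 0.11), opposite to the 16 clusters.

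The pseudogenes and the protein-coding genes they copy often went in opposite directions. Of the genes of one direction in at least 9 clusters, 8 were pseudogenes with a listed near-identical gene. The pseudogene and its gene were listed together 69 times, in opposite directions 53 times. Ftl1-ps2 and Ftl1, which align at 97.8% identity over 549 bases, were opposite in all 17 tables that list both.

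**Figure D3:**
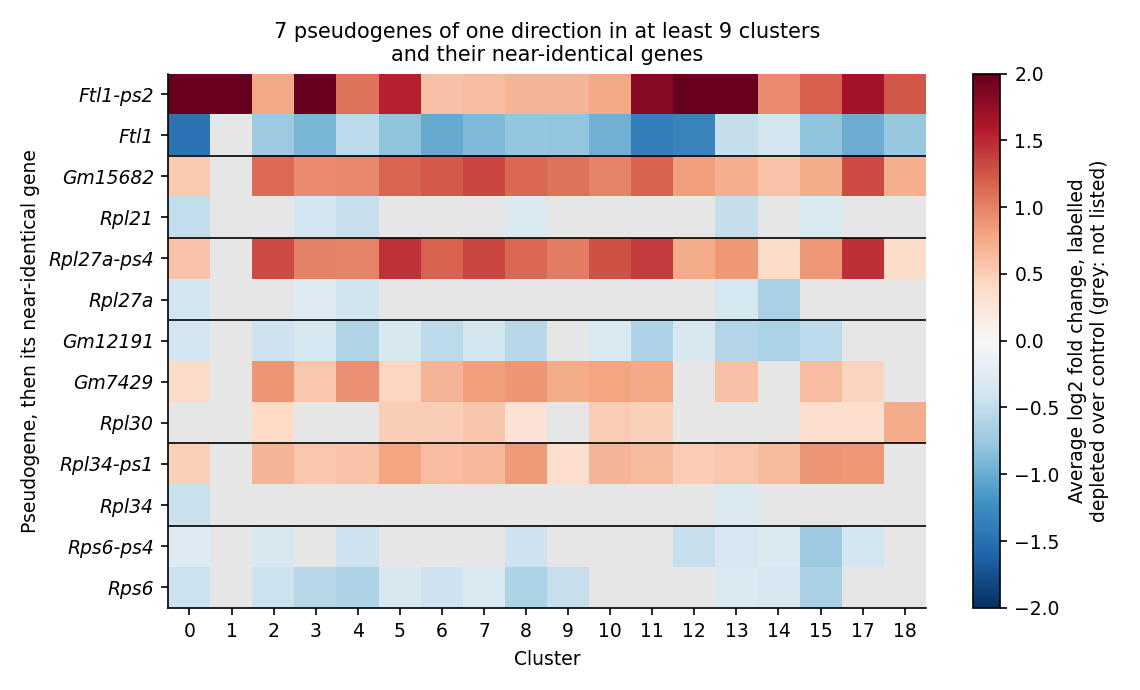
Average log2 fold change (colour, red higher and blue lower in the library labelled Yap/Wwtr1-depleted, scale limited to 2 either way) of 7 of these 8 pseudogenes and their near-identical genes in each of the 18 clusters, grey where not listed. Ftl1-ps2 and Ftl1 are opposite in all 17 tables that list both, while Gm7429 and Rps6-ps4 have the direction of Rpl30 and Rps6.

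Xist was listed in 7 of the 18 clusters, higher in 6 and lower in 1, and was counted in at least 80% of cells of either library in each of these. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which make up the male list, were in no table. None of the 13 symbols of the mitochondrial list was found in a table, so this list gives no result, and whether these genes stand under other symbols was not settled. The mitochondrially encoded genes found were mt-Rnr1 and mt-Rnr2 (chosen after their values were seen), and cluster 5 lists neither. The female list was therefore Xist alone in cluster 5, where the authors' deposited table gives 0.43.

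The last comparison took gene lists across the 4 subclusters, whose tables hold 15059 genes each. Of 24 medians (6 lists in 4 subclusters), 16 lay outside the middle 95% of random lists, 9 above and 7 below, with 1 of the 9 (chemokines in subcluster 4) equal to the limit and counted by its percentile. Taking means in place of medians gave 18 and moved this number most. Interferon and MHC class I genes lay above the range in all 4 subclusters, with medians of 0.34 in subcluster 0, 0.17 in subcluster 3, 0.47 in subcluster 4 and 0.41 in subcluster 5. In cluster 5 itself 22 genes of this list were listed higher and 1 lower, and the study names 3 of its 42 genes (B2m, Irf7 and Isg15). Matrix and myofibroblast genes split between subclusters, with medians of 0.20 in subcluster 0 (above the range), 0.05 in subcluster 3 (inside), -0.17 in subcluster 4 and -0.46 in subcluster 5 (both below). Matrifibrocyte markers followed the same order, at 0.11 (above), 0.04 (inside), -0.21 and -0.28 (both below), and cluster 5 lists 1 of them lower and 2 higher.

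YAP/TAZ targets had medians of 0.12 in subcluster 0 (above the range), 0.00 in subcluster 3 and 0.09 in subcluster 4 (both inside) and -0.20 in subcluster 5 (below). Cluster 5 lists 3 targets higher and 0 lower. A lower median across all fibroblast subclusters was therefore not seen for these targets. It was below the range in subcluster 5 alone, for which the paper proposes a secretory myofibroblast phenotype. In that subcluster Postn was counted in 100% of cells of the library labelled depleted and 87% of control cells. In subclusters 0, 3 and 4 it was counted in at most 40% of cells of either library. Cell cycle genes had medians of 0.04 (above), -0.19 (below), -0.03 and -0.07 (both inside) in subclusters 0, 3, 4 and 5. Chemokines were at -0.06 and 0.07 (both inside) in subclusters 0 and 3, 0.14 in subcluster 4 (equal to the upper limit of the range) and -0.24 (below) in subcluster 5. Differences between subclusters were not tested.

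**Figure D4:**
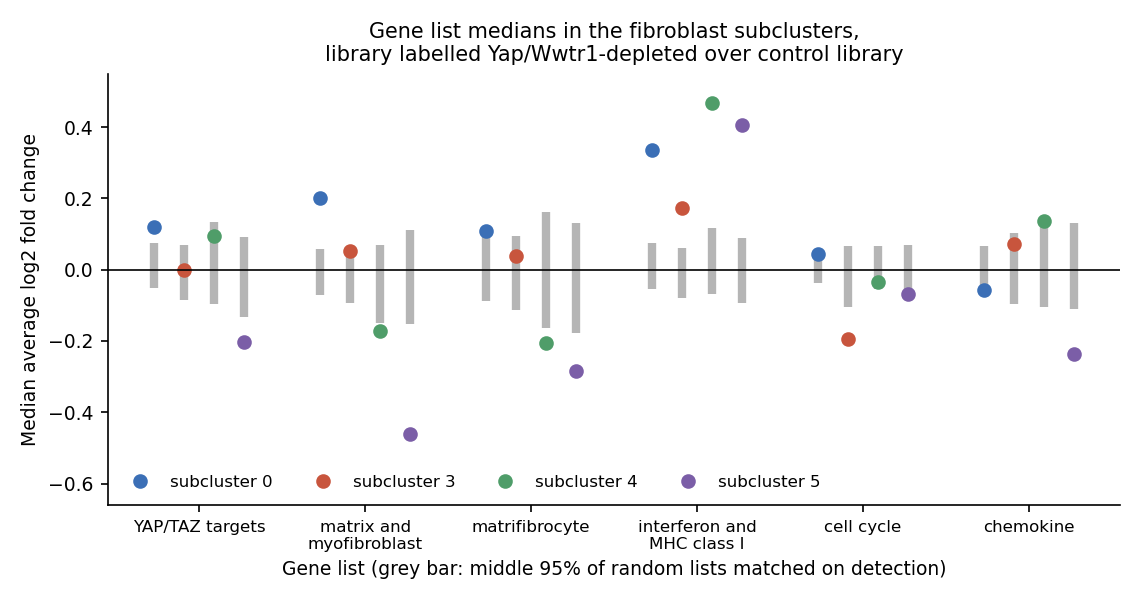
Median log2 fold change, library labelled Yap/Wwtr1-depleted over control library, of 6 gene lists (horizontal axis) in fibroblast subclusters 0, 3, 4 and 5 (points), with the middle 95% of 10000 random lists of like detection (grey bars). Interferon and MHC class I genes lie above the bar in all 4 subclusters, and matrix and myofibroblast genes run from 0.20 in subcluster 0 to -0.46 in subcluster 5.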

Values the study reported

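The study reported 6,063 sequenced cells of high quality, 2,930 of them from control hearts and 3,133 from hearts with floxed Yap and Wwtr1, at 47,945 reads per cell. It gave 7 days after MI as the time of collection. It counted 319 differentially expressed genes in the fibroblast cluster, and gave an average log2 fold change of −1.69 for Ccn3.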

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

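The size of 1 that marks a gene here, and all tests of this part, were chosen only after the results were seen. Among the genes named under the rule set before the data were examined, 5 were higher by at least 1 (log2) in one cell population of the authors' deposited tables and lower by at least 1 in another. The difference between populations was not tested, since each holds 1 library per group. Cfb was at -1.31 in fibroblast subcluster 5 and 1.44 in subcluster 4 of the authors' deposited table. Igfbp5 was at -2.15 in subcluster 5 and 2.46 in subcluster 4, and Saa3 at -3.22 in subcluster 5 and 3.63 in subcluster 3 of the authors' deposited table. Slpi was at -1.06 in cluster 11, a macrophage cluster, and 2.42 in fibroblast subcluster 3 of the authors' deposited tables. S100a8 was at -3.96 in fibroblast subcluster 0 and 1.17 in cluster 17, the dendritic cell cluster, of the authors' deposited tables.

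A few cells with very high values could set such means. For Cfb, Igfbp5, Saa3 and Slpi the share of cells with a count moved in the same direction as the log2 fold change in 8 of 8 values, the lowest and highest of each gene. Over all 15 values of these genes of at least 1 in size it did so in 14. The exception was Igfbp5 in subcluster 3 of the authors' deposited table, at -1.0007 with shares of 60.9% in the library labelled depleted and 60% in the control library. This does not settle the question, since the genes were picked for the size of these values and a shared direction does not say how many cells set the mean. For Saa3 the log2 ratio of shares was smaller in size than the log2 fold change, at 0.82 against 3.63 in subcluster 3 and -0.68 against -3.22 in subcluster 5 of the authors' deposited table. For Slpi it was 0.38 against 2.42 in subcluster 3, and for Cfb it was larger, at -1.78 against -1.31 in subcluster 5 of the authors' deposited table. A few cells with very high values therefore cannot be told apart from a change in many cells, because no values per cell were used here. Saa3, for example, was counted in 38.1% of cells of the library labelled depleted and 60.9% of control cells in subcluster 5 of the authors' deposited table, and in 100% and 56.7% in subcluster 3. Sampling of few cells also remains open, as does a different mix of cells within the subclusters, since the number of cells is unknown here. The genotype is a further open explanation and was not tested against these.

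For S100a8 the result in cluster 17 is consistent with a few cells of very high values. In 1 of its 2 values, that of cluster 17, the share of cells moved against the log2 fold change, at 9.1% in the library labelled depleted and 25% in the control library of the authors' deposited table. This gene was picked for size as well, so sampling of few cells remains open, and no biological explanation was tested for it.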

How the results depend on the processing

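The alternatives for genes of one direction in most clusters and the log2 ratio of shares for named genes other than Ccn1, Ccn2, Ccn3, Postn, Yap1 and Wwtr1 were chosen after seeing the data; the other alternatives were planned. A count within 1.5 times its reported value, or a log2 value within 0.25, is called unchanged.

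In the fibroblast cluster of the authors' deposited table, 80 genes were lower and 67 higher with a size limit of 0.5, 5 lower and 13 higher with a limit of 1, and 168 lower and 151 higher with the authors' adjusted p-value below 0.05. Fewer genes can pass these limits by construction. The majority changed sides at the limit of 1 alone, and the cause was not tested. The share lower was 52.7% to 60.5% under the other 6 alternatives, against 56.7%. Over all 18 clusters the share of listings lower, 52.3%, reversed to a minority of 48.4% with a size limit of 0.5, 37.3% with a limit of 1 and 45.3% with the adjusted p-value filter, and stayed at 51.6% to 52.8% under the other 4 alternatives. The cause was not tested. Clusters with more genes lower numbered 3 with a limit of 1 and 7 to 10 under the other alternatives. The adjusted p-value filter kept their number at 10 but changed the majority in 8 of the 18 clusters, and the cause was not tested.

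Ccn3 in the fibroblast cluster went from -1.70 to -2.05 in the log2 ratio of shares and to -1.43 when centred, and stayed lower. It stayed below 0 in all 4 subclusters under both alternatives, but in subcluster 4 no ratio can be given, because its share in the library labelled depleted is listed at 0. Its percentiles stayed under 5 with 50 nearest genes and with matching on the larger share. Yap1 and Wwtr1 values below 0 numbered 4 of 8 in the ratio of shares and 3 of 8 when centred. Ccn1 in subcluster 4 reversed to -0.087 in the ratio of shares, and values under 0.25 in size also changed direction for Postn in subclusters 3 (-1.62) and 4 (1) and for Yap1 in subcluster 4 (-0.52). The cause was not tested.

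Genes of cluster 5 with the same direction in at least 9 other clusters (6.28%) made up 17.9% when 5 clusters sufficed, 10.9% with a size limit of 0.5, 10.3% with the adjusted p-value filter and 4.88% without ribosomal protein and mitochondrially encoded genes. The median share of genes with the same direction was 75% to 88.9% under its 3 alternatives. Genes of one direction in at least 9 of 18 tables (73) numbered 32 when 12 tables were required, 11 among listings with an adjusted p-value below 0.05, 47 by the direction of shares and 59 without ribosomal protein and mitochondrially encoded genes. The first 2 are subsets by construction, and for the direction of shares the cause was not tested.

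List medians outside the middle 95% numbered 15 to 18 under 4 alternatives, against 16. Of the 24 medians, 18 stayed on the same side with means, 23 with matching on the larger share, 19 with members detected in at least 10% of cells and 24 without genes of one direction in most other clusters. No median outside the range reversed. Removing ribosomal protein and mitochondrially encoded genes took out, of the latter, mt-Rnr1 and mt-Rnr2 where listed, and neither in cluster 5.

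Of 86 values of named genes of at least 1 in size in cluster 5 and its subclusters, 66 kept their direction in the log2 ratio of shares, 8 had equal shares, 9 have no ratio because a share is listed at 0, and 3 reversed, namely Gm15501 in cluster 5 (-0.0015), Gm15682 in subcluster 4 (-0.29) and Igfbp5 in subcluster 3 (0.021). The cause was not tested, though shares near 100% leave little room to differ. The unknown depth and number of cells limit all these values.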

Other observations

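Of the tests in this part, those on free neutrophil RNA, the makeup of subclusters, strain differences, sex and the whole-library reach of interferon genes were set before the data were examined, and those on pseudogenes, distance to the floxed genes alone, genes nearly absent from a library, free RNA in general, separate normalization, swapped labels and the sequence of Ccn3 were chosen only after the results were seen.

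By log2 fold change, Yap1 was not lower in the library labelled depleted, with a log2 fold change above 0 in 4 of the 4 subclusters, although in subcluster 4 this was 0.04 while the share of cells went from 57.5% in the control library to 40% in the authors' deposited table. Swapped labels of the 2 libraries could give this. By Yap1 alone they cannot be told apart from recombination that leaves the counted 3′ end of the transcript in place, or in few cells. No value here reads the floxed exons, and the reporter sequences are in no table. The paper reports that knockdown of both genes in rat cardiac fibroblasts lowered Ccn3, and that floxed hearts with Cre held less Ccn3 protein. Ccn3 was also lower in the library labelled depleted (-1.70 in cluster 5 of the authors' deposited table), and swapped labels would reverse this. That argues against a swap, for Ccn3 alone, which the paper singled out partly because both experiments lowered it. A swap is therefore not excluded.

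S100a8 and S100a9 are lower in the fibroblast cluster, and a possible explanation is free neutrophil RNA at a different level in the 2 libraries. S100a8, the rarer of the 2, was listed lower in 9 of the 16 clusters that are not neutrophil clusters, and S100a9 in 12. S100a8 was higher in 2 of them and S100a9 in 1. In these clusters S100a9 was counted, in the authors' deposited tables, in 45.5% to 79.7% of control cells and 9.1% to 58.3% of cells of the library labelled depleted, which is consistent with a background that differs between libraries. The neutrophil list had medians of -0.58, -0.12 and -0.28 in fibroblast subclusters 0, 3 and 4, all below random lists, but 0.11 in subcluster 5, above them. A difference of neutrophils in the tissue stays open and would alter free RNA too.

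Marker lists of other cell types pointed the same way in the cluster tables, which is consistent with more free RNA in the control library as a whole. For 7 of 7 lists, more clusters of other types listed members lower than higher, with 139 listings lower and 22 higher, although lower and higher listings of all genes were nearly even. Such clusters numbered 13 lower and 0 higher for neutrophil genes, 10 and 0 for macrophage, 12 and 1 for B cell, 11 and 0 for fibroblast, 3 and 0 for T cell, 3 and 0 for erythroid and 3 and 1 for cardiomyocyte genes. In the fibroblast subclusters the lists went both ways. Of 24 medians of lists of other cell types, 6 lay above the middle 95% of random lists and 11 below, 1 of the 11 (cardiomyocyte genes in subcluster 0) equal to the limit. Members of a list are not independent and the number of cells is unknown, so more free RNA in the control library cannot be told apart from other causes there. The T cell list was at 0.03, 0.26, 0.16 and 0.19, the macrophage list at -0.26, 0.53, -0.69 and 0.20, the B cell list at -0.03, 0.00, -0.07 and -0.55, the erythroid list at -0.27, -0.29, -0.23 and -0.18, the cardiomyocyte list at -0.05, -0.05, -0.04 and -0.05, and the fibroblast list at 0.17, 0.13, -0.14 and 0.05 in subclusters 0, 3, 4 and 5. Immediate early genes, which respond to tissue dissociation, were at -0.20, -0.11, 0.07 and -0.43, with 6 lower and 1 higher in cluster 5 and no explanation tested.

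The fall of Ccn3 in the fibroblast cluster could come from a shift in the makeup of the fibroblast subclusters between libraries. The paper does describe such a shift, with subclusters 0, 2 and 4 mostly of control cells and subcluster 1 mostly of floxed cells. Within the 4 subclusters compared, Ccn3 lay among the lowest 5% of genes of like detection in 4 of 4. That argues against makeup as the whole cause there. Subclusters 1 and 2 were not compared, so the part played by makeup in the whole cluster stays open. A difference between strains in the sequence of Ccn3, which would lower its count in every cell, cannot be told apart from a change of expression, because 0 clusters other than cluster 5 list Ccn3 and no second cell type can serve as a control. The targeted genotype stays open as an explanation and was not tested, since it coincides with the library.

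Genes with the same direction in most clusters go beyond fibroblasts, in which Cre is active, so differences between strains, animals or libraries may underlie them. A difference in sex does not account for them, because Xist was counted in at least 80% of cells of either library wherever listed and no table lists a Y-linked gene. Passenger DNA within 20 Mb of Yap1 or Wwtr1 is excluded as the whole cause, as it holds 0% of the 70 such genes with a position and 1.57% of the 6237 other listed genes. Within 40 Mb lay 11.4% and 4.31%, which are 8 genes (Rps25, Rps3a1, S100a6, S100a8, S100a9, S100a10, S100a11 and St3gal4, of which S100a6, S100a11 and St3gal4 were chosen after their values were seen). Counting also genes nearly absent from a library (at most 5% of cells, in at least 50% of their tables), 5.71% of these genes met either condition, against 9.01% of other listed genes. This comparison decides nothing, because many of the other genes are listed in few tables, where the condition is easier to meet. A difference in sequence cannot be told apart from other library differences here, because each strain is 1 library.

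There were 4 genes of one direction in most clusters that were nearly absent from 1 library, BC018473, Dynlt1b, Ftl1-ps2 and Gm7429 (Dynlt1b and Gm7429 chosen after their values were seen). None of the 32 genes listed in at least 9 tables without such a common direction was. This decides nothing, because near absence from 1 library tends to give a common direction, which the 32 lack by definition. Ifi202b (chosen after its values were seen) was listed in fewer clusters, 6, and in each of these and in the 4 subclusters of the authors' deposited tables it was at 0% in the control library. A gene or variant present in 1 strain alone is a candidate explanation. It cannot be told apart from other causes, since these genes were picked for this pattern and no sequence reads were used here.

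The opposite directions of pseudogenes and their near-identical genes are consistent with reads shared between copies, for example where a strain variant moves reads from one copy to the other. In 76.8% of the tables listing both they were opposite, against 52.4% for the same pseudogenes and unrelated protein-coding genes and 65.9% for unrelated ribosomal protein genes. Tables of 1 pair are not independent, so this comparison rests on 8 pseudogenes of unequal weight. The tables listing both ran from 2 for Rpl34-ps1 with Rpl34 to 17 for Ftl1-ps2 with Ftl1. By pseudogene, 6 of 8 were opposite in every table listing both (among them Ftl1-ps2 with Ftl1, Gm12191 with Rpl30, Gm15682 with Rpl21, Rpl27a-ps4 with Rpl27a and Rpl34-ps1 with Rpl34). The other 2, Gm7429 with Rpl30 and Rps6-ps4 with Rps6, were opposite in 0 of 16 tables, which argues against sharing between each of them and its gene. Gm7429 was opposite to Gm12191, another copy of Rpl30, in all 12 tables listing both. Rps6-ps4, Gm7429, Gm12191, Rpl21, Rpl27a, Rpl30, Rpl34 and Rps6 were chosen after their values were seen. Only 12 of the 73 genes of one direction belong to these pairs, so most of the pattern needs another explanation. No biological explanation of the pairs was tested.

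Interferon and MHC class I genes were higher in the fibroblast cluster, which could be a difference of the whole library and not of fibroblasts alone. Of the other 17 clusters, 12 listed more of the 22 genes higher than lower and 3 more lower than higher. By gene the reach was narrower. Ifi27l2a (chosen after its values were seen) was the 1 gene of the 22 that was higher in at least 9 other clusters, 6 were higher in none, and the median was 2 clusters, against 1 for the 240 other genes higher in cluster 5. Of their listings in other clusters 76.0% were higher, and of those of the 240 other genes 76.7%. A higher interferon response with the genotype stays open and was not tested.

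In the control library of the authors' deposited tables, 66.0% of the genes of cluster 5 had a share of cells below that of all 4 subclusters, and 0.165% above all 4. For the library labelled depleted these figures were 59.2% and 1.16%. A share over the pooled cells would lie between those of its parts. Separate normalization of the cluster and of its subclusters is a candidate explanation, but it cannot be told apart from low shares in subclusters 1 and 2, which were not analysed here. No biological explanation was tested.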
